A study of Oryza sativa with 8 samples.

How the data were processed

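The series measured messenger RNA levels by strand-keeping (directional) RNA sequencing in an indica rice cultivar. RNA came from 2 tissues, anthers collected before they opened and panicles that had not yet emerged, each from wild-type (WT) plants and from plants with a knockdown of the largest subunit of RNA polymerase IV (nrpd1 knockdown), per the labels' protocols. The labels list 8 libraries, 2 replicates in each of 4 groups. Groups were taken from the sample titles. The deposited table has 1 value column per group and none per replicate. How the authors combined the replicates is not stated in the table or the labels, so each value is the authors' single value for its group, with no standard deviation and no n.

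The values are FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments), per the file headers. The aligner, the program that estimated FPKM, the genome build, the annotation and any scaling between libraries are not stated per the labels or in the file. Dividing by transcript length makes short, abundant transcripts weigh heavily in a column's total, and an FPKM value does not carry the number of reads behind it. The table has 43897 rows under 30154 gene names. No row is 0 in every column. A total of 13645 names fill more than 1 row, at the same locus in every case but 1, and 1630 rows join several gene names, so their reads cannot be divided between those genes. No column belonged to a sample outside the series.

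Depth was looked for in the low values. Where single reads were counted, the ratio of low values between columns should repeat. Among 632 rows with low values in both anther columns, the commonest ratio (to 2 decimals) was shared by 15 rows, or 2.37%. Among 209 such rows in the panicle columns it was shared by 18 rows, or 8.61%. Whole reads were therefore not recovered, the depth is unknown, and no interval or detection floor is given. The smallest value above 0 was between 0.00275 and 0.00559 FPKM by column.

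Rows with the same gene name were summed. Changes are differences of log2(FPKM + 1), which understate the change of weakly expressed genes. A gene was compared where either column reached 1 FPKM and was counted as changed at an absolute log2 change of at least 1. The design fixed before the data were examined was a limma model across the 8 libraries. It could not be fitted because the table holds no replicate columns, so its fallback for group values alone, fixed at the same time, was used. Without replicates no p-value is given, and a difference between columns cannot be set against the spread between replicates. The comparisons were knockdown against WT in each tissue, the difference of those changes between tissues, and WT anther against WT panicle.

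The rule for named genes, also fixed beforehand, gave the 2 genes with the largest rise and the 2 with the largest fall in each tissue, since identifiers could not be paired with symbols. Its conditions on replicates and adjusted p-values could not be applied. Genes named outside the rule were chosen after their values were seen, and are marked so. The gene identifiers have the form of Os numbers in 29982 cases. None of these was found in the RefSeq gene table used (assembly ASM3414082v1), and 96 of the other 176 names were. The targeted NRPD1 genes could not be located by name and are not analysed here, so the knockdown itself was not checked. Of the list of RNA-directed DNA methylation genes fixed beforehand, 1 was found by name, DCL3B.

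Alternatives fixed beforehand that could be computed were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5 over the columns, centring each column on its median, quantile normalization and, for the knockdown contrasts in each tissue, each row as deposited. Chosen after seeing the data were each row as deposited for the other comparisons, scaling every column to an equal total FPKM, a log2 threshold of 2, and subtraction of a share of the WT anther column from the WT panicle column. Calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Plots were drawn with matplotlib 3.10.9. The counting step was tested on simulated columns for 30154 genes with noise of 0.2 (SD, log2) and 200 genes changed by 4-fold. It called 99% of the changed genes in the right direction and 4 unchanged genes. The changed genes were drawn from those with at least 5 FPKM in WT panicle, and the simulated panicle columns had no difference in scaling. The noise was chosen and not estimated from replicates, so these figures are not error rates of the calls in the data. The share estimate returned 5% where 5% had been put in. That result was fixed by the simulation, where the genes used had no panicle expression of their own and the share was added without noise. It checks the calculation only and does not test the share estimated in the data.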

Results

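RNA polymerase IV is a plant polymerase that produces the precursors of small RNAs guiding DNA methylation. The series addressed how lowering its largest subunit, NRPD1, affects gene expression in reproductive tissue of rice. Expression was measured in WT and nrpd1 knockdown plants, in anther and in pre-emerged panicle, with 2 libraries per group in the labels and 1 FPKM value per gene and group in the table. There are therefore no replicate values, and none of the differences that follow has a replicate check.

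The columns differed in composition. Summed FPKM was 636692 in WT anther, 341703 in knockdown anther, 382488 in WT panicle and 428187 in knockdown panicle. The median gene was similar in all columns, at 1.501 FPKM in WT anther, 1.53 in knockdown anther, 1.85 in WT panicle and 1.70 in knockdown panicle. The 100 most abundant genes made up 31.3% of the total in WT anther, 19.4% in knockdown anther, 19.0% in WT panicle and 20.4% in knockdown panicle. Between 16507 genes (WT anther) and 17313 genes (WT panicle) reached 1 FPKM. Across the 20322 genes that reached 1 FPKM in any column, Pearson's r of log2(FPKM + 1) was 0.87 between the anther columns, 0.81 between the panicle columns and 0.75 between the WT columns of the 2 tissues. Knockdown panicle lay farthest from WT anther, with r = 0.52. These correlations are across genes, which are not independent replicates.

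As the check of the labels, the targeted genes would be reported first, but the NRPD1 genes are not analysed here because no row could be tied to them by name. The one member of the RNA-directed DNA methylation gene list found by name, DCL3B (a Dicer-like enzyme; chromosome 10, 18360346 to 18372852, build not stated), was weakly expressed in all columns. It stood at 1.69 FPKM in WT anther and 2.28 FPKM in knockdown anther, a log2 change of 0.29. In panicle it stood at 1.46 FPKM in WT and 1.52 FPKM in knockdown, a log2 change of 0.03. CMT3 and RDR1, also genes of methylation or small RNAs, were chosen after their values were seen. The DNA methyltransferase gene CMT3 (chromosome 10, 377146 to 385343) was at 0.153 FPKM in WT anther and 0.645 in knockdown anther, and at 1.71 in WT panicle and 1.56 in knockdown panicle. RDR1, an RNA-dependent RNA polymerase gene (chromosome 2, 30729049 to 30743639), was below 1 FPKM in each column. None of these 3 genes passed the threshold in either tissue at a pseudocount of 1. CMT3 and RDR1 stayed under 1 FPKM in both anther columns and so were not compared there, but with a pseudocount of 0.1 their log2 changes in anther were 1.56 and 1.09.

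In anther, 17943 genes were compared between knockdown and WT. Of these, 1323 genes were higher and 3164 were lower in the knockdown by at least 1 on the log2 scale, so that 25.01% of the compared genes changed and 29.5% of the changed genes were higher. The median log2 change over compared genes was -0.15. The split depended on the scaling between columns. Quantile normalization gave 1848 genes higher and 2306 lower (44.5% higher), and the median of all compared genes moved to 0.08. Scaling to equal totals gave 5098 higher and 1296 lower (79.7% higher), with the median moved to 0.60. Lower genes stayed in the majority under quantile normalization and under median centring (37.4% higher). Only equal totals turned the order, and that scaling adds 0.90 to every anther log2 change before the pseudocount, so the turn was fixed by the totals. Median centring also adds a constant to every anther log2 change, and quantile normalization gives every column the same distribution. With medians or distributions made equal, lower genes thus still outnumbered higher ones, but neither scaling tests which direction is right. Both the size and the direction of the split are relative to the scaling chosen.

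The largest rise in knockdown anther was that of Os02g0586900 (chromosome 2, 22622383 to 22623581), from 0.362 FPKM in WT to 336 FPKM, a log2 change of 7.95. It was followed by a row joining Os12g0555200,Os12g0555400,Os12g0555500 (chromosome 12, 22591680 to 22601855), from 16.02 to 2448 FPKM, a log2 change of 7.17. The largest fall was that of Os03g0650300 (chromosome 3, 25227166 to 25228502), from 2711 to 3.18 FPKM, a log2 change of -9.34. Os05g0568300 (chromosome 5, 28296563 to 28300466) fell from 147 to 0.0184 FPKM, a log2 change of -7.18.

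In panicle, 18655 genes were compared. In the knockdown 2471 genes were higher and 1992 were lower, together 23.9% of the compared genes, and 55.4% of the changed genes were higher. The median log2 change was -0.03. Quantile normalization gave 2460 genes higher and 2030 lower, and equal totals gave 2164 higher and 2407 lower (47.3% higher), with a median of -0.17. Subtracting from WT panicle a share of the WT anther column, described further on, lowered the number of lower genes to 1317, with 2956 higher (69.2% higher). The subtraction can only move the split in that direction.

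**Figure D1:**
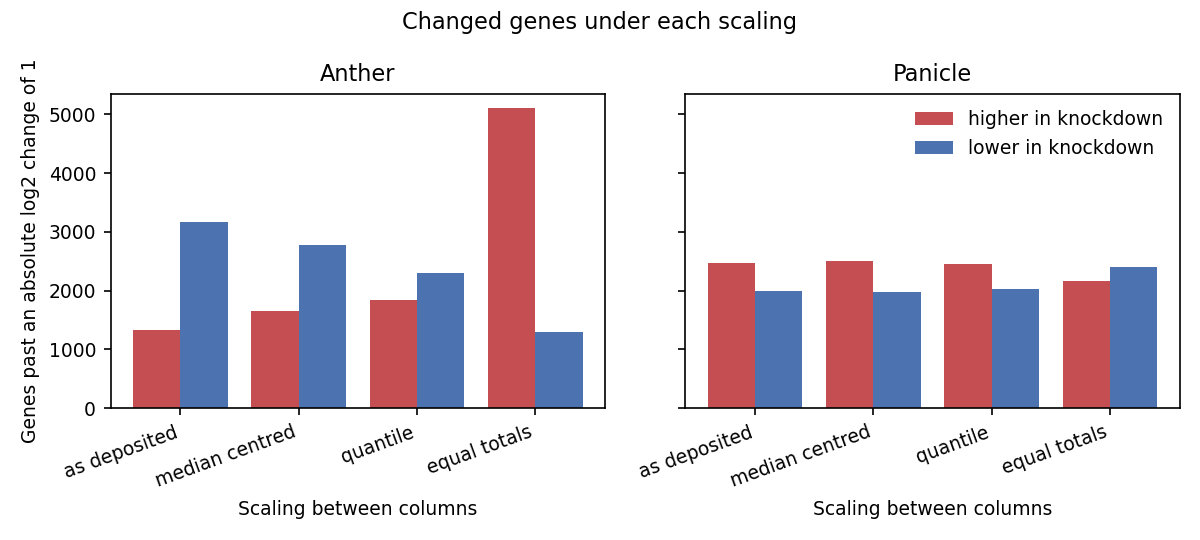
Numbers of genes (y axis) at least 1 higher (red) or lower (blue) on the log2(FPKM + 1) scale in knockdown against WT, for anther (left) and panicle (right), under 4 scalings between columns (x axis). In anther the lower genes outnumber the higher ones (3164 against 1323) as deposited, and the order is turned round under equal totals (1296 against 5098). The panicle counts stay between 1975 and 2495, but their order is also turned round under equal totals, from 1992 lower and 2471 higher to 2407 lower and 2164 higher.

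The largest value of the panicle contrast was that of DCL1, a Dicer-like gene (chromosome 3, 1194210 to 1205389), listed at 7.04 FPKM in WT panicle and 10595 FPKM in knockdown panicle, a log2 change of 10.36. This made DCL1 the most abundant gene of that column, at 2.47% of its total. In anther DCL1 was at 12.6 FPKM in WT and 5.54 FPKM in knockdown, a log2 change of -1.06. A second row at the same locus, DCL1,,Os03g0121700, was chosen after its values were seen. It was at 4.64 FPKM in both panicle columns and went from 3.69 to 8.93 FPKM in anther. Os11g0582500 (chromosome 11, 22016847 to 22018498) rose from 2.42 FPKM in WT panicle to 1250 FPKM in knockdown panicle, a log2 change of 8.51. The largest falls were those of Os01g0159500 (chromosome 1, 3122885 to 3124145), at 623 FPKM in WT panicle, and Os05g0543000 (chromosome 5, 26948362 to 26949985), at 607 FPKM, both listed at 0 in knockdown panicle. Both falls, of -9.29 and -9.25 on the log2 scale, went to 0 when the share of the WT anther column was subtracted from WT panicle, since the amount subtracted exceeded the WT panicle value. These 2 genes were at 10201 and 9818 FPKM in WT anther and at 1003 and 1000 FPKM in knockdown anther.

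The changes in the 2 tissues were compared over the 20322 genes, as contrasts that share no column. Pearson's r across genes was 0.37 and Spearman's rho was 0.23. There were 336 genes higher in both tissues, where independence of the 2 contrasts would give 161, and 1013 genes lower in both, where independence would give 310. There were 129 genes higher in anther and lower in panicle (130 by independence) and 186 lower in anther and higher in panicle (385 by independence). Sharing no column does not make the contrasts independent if WT panicle held RNA like that of WT anther. With a share of the WT anther column subtracted, described further on, 470 genes were lower in both, a number that subtraction can only reduce. The change differed between tissues by at least 1 on the log2 scale for 6508 genes. No test of that difference was possible. Among genes higher in both tissues, chosen after their values were seen, Os10g0147900 (chromosome 10, 2885293 to 2889781) rose from 1.83 to 346 FPKM in anther and from 3.84 to 705 FPKM in panicle. Os11g0582500 rose from 7.71 to 327 FPKM in anther as well as in panicle.

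**Figure D2:**
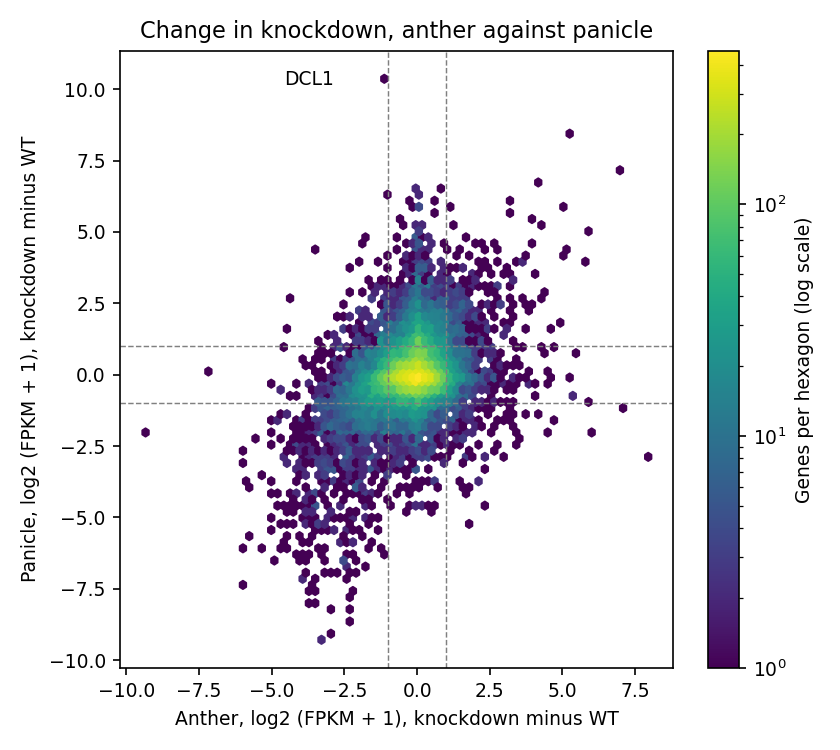
Log2(FPKM + 1) in knockdown minus WT for anther (x axis) and panicle (y axis), over the 20322 genes with at least 1 FPKM in any column, with colour for the number of genes per hexagon on a log scale and dashed lines at -1 and 1. A tail of genes lower in both tissues extends to the lower left (1013 genes past both lines), and DCL1 stands alone at the top at 10.36 in panicle and -1.06 in anther.

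As a reference for the size of these differences, WT anther was compared with WT panicle. Of 18935 genes compared, 3856 were higher and 3429 lower in anther, 38.5% in all, against 25.01% and 23.9% for the knockdown contrasts. Equal totals changed this split to 2124 higher and 5999 lower (26.1% higher in place of 52.9%). In the knockdown, 2653 genes were higher in anther and 4261 were higher in panicle.

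The genes most abundant in WT anther were followed through the other columns. A set of 180 genes had at least 200 FPKM in WT anther and at least 100 times the value in knockdown panicle. This set was defined after the data were seen, and its low level in knockdown panicle follows from its definition. Its level in WT panicle does not, and had a median of 7.33% of the WT anther value with quartiles of 6.44% and 8.51% and a range from 0.0876% to 45.4%. In knockdown anther the same genes had a median of 11.7% of the WT anther value with quartiles of 7.11% and 19.99%. The interquartile range on the log2 scale was 0.40 in WT panicle and 1.49 in knockdown anther. In knockdown panicle 75 of the 180 genes were listed at 0. Of the 180 genes, 179 were lower in knockdown panicle and 179 were lower in knockdown anther by at least 1 on the log2 scale. Over 12 combinations of a minimum FPKM and a fold, this one included, the median level in WT panicle lay between 6.95% and 8.001% of WT anther.

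**Figure D3:**
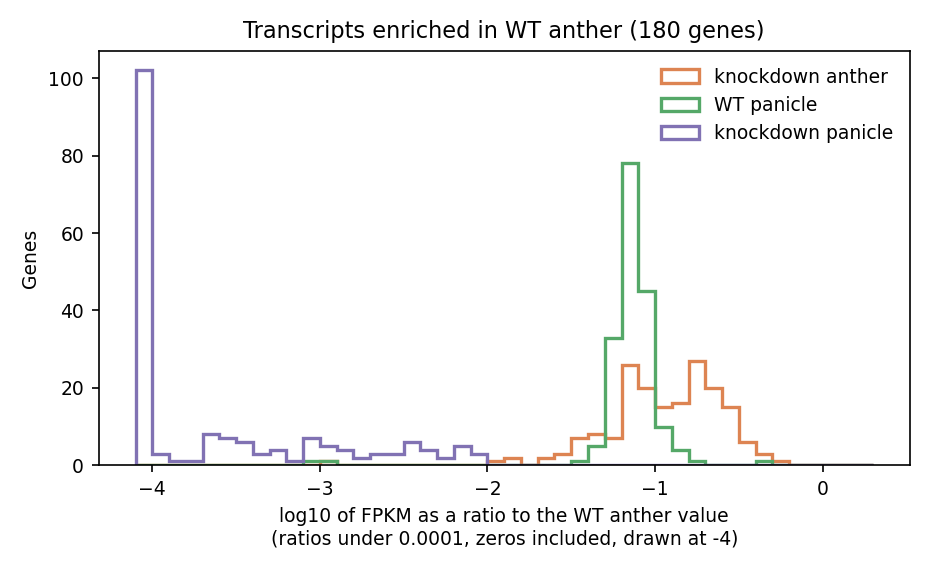
Number of genes (y axis) by the log10 ratio of their FPKM to the WT anther value (x axis) for the 180 genes enriched in WT anther, in knockdown anther (orange), WT panicle (green) and knockdown panicle (purple), with ratios under 0.0001 drawn at -4. WT panicle forms a narrow peak (quartiles 6.44% and 8.51%), knockdown anther is spread more widely (7.11% and 19.99%), and knockdown panicle sits far to the left, as the choice of the set requires.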

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

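The tests in this part were chosen after the values concerned had been seen.

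A total of 315 genes passed the threshold in opposite directions in the 2 tissues: 129 higher in anther and lower in panicle, and 186 the other way. They are listed because the same contrast moved them in opposite directions. Each group has a single value, so the difference was not tested. One technical explanation is that the 2 panicle samples held different amounts of anther RNA. After a share of 7.33% of the WT anther column was subtracted from WT panicle, there were 490 opposite genes, or 156% of the number before. Genes higher in anther and lower in panicle went from 129 to 119, and genes lower in anther and higher in panicle from 186 to 371. The subtraction can only raise the panicle changes, so these directions were fixed in advance and do not decide whether the share accounts for the opposite genes. An effect of the knockdown that differs by tissue cannot be told apart from differences between single plants or libraries.

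DCL1 moved by -1.06 in anther and by 10.36 in panicle. The anther value is close to the threshold and falls to -0.96 with median centring, -0.85 with quantile normalization and -0.26 with equal totals. The panicle value rests on one column, where it is 839 times the largest of the other columns. Scaling does not explain it, since the smallest log2 change over the scalings was 9.79. The locus spans 11.2 kb and has 2 rows, and the second row stayed at 4.64 FPKM in panicle. In anther the second row, DCL1,,Os03g0121700, went from 3.69 to 8.93 FPKM, a log2 change of 1.08, against the -1.06 of the DCL1 row. The sum of both rows was 16.3 FPKM in WT anther and 14.5 FPKM in knockdown anther. That sum does not measure the locus, since the transcript lengths are unknown and the second row joins DCL1 with Os03g0121700. Whether DCL1 itself fell in anther, or reads were divided otherwise between the rows, therefore stays open. Among 53 loci of 2 rows with at least 500 FPKM in the stronger row in knockdown panicle, the fainter row had a median of 2.24% of the stronger one. At DCL1 it was 0.0438%, the lowest of the 53, and the next lowest was 0.298%. WT anther and knockdown anther each had 1 locus under 0.1% as well, so such a ratio is rare but not confined to DCL1. A candidate explanation is that the value comes from reads on a small part of the locus, or from an FPKM estimate for a short transcript model, and not from the whole DCL1 transcript. The table gives no read positions or transcript lengths, so this cannot be told apart from a real rise of DCL1 in the knockdown panicle.

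Os02g0586900 moved by 7.95 in anther and by -2.79 in panicle. The row joining Os12g0555200,Os12g0555400,Os12g0555500 moved by 7.17 in anther and by -1.25 in panicle. Both kept these directions and stayed past the threshold under each scaling tried and with a pseudocount of 0.1. The differences between tissues were not tested, and no biological explanation was tested for these rows. In the joined row the reads of 3 neighbouring genes are not separated.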

How the results depend on the processing

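No paired analysis was possible because the table has 1 value per group and its columns carry no replicate numbers. For the same reason the limma fits, the fits within one tissue, the fits without trend and the leaving out of single libraries were not run.

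Of the recomputed values that answer a comparison, 49 stayed within 1.5 times the reported count (or within 0.1 for the correlation) and 17 did not. With a pseudocount of 0.1, genes higher in knockdown anther rose from 1323 to 2310, and the 1323 genes were all among them. A smaller pseudocount can only enlarge each absolute change, so keeping those genes was fixed in advance. The filter on low values cannot alter the counts of changed genes at a pseudocount of 1, so the equal counts without it show no stability. Median centring likewise cannot move the correlation across genes, so its equal value there shows none either. Requiring a mean of at least 5 FPKM left 756 genes higher in knockdown anther, 1455 higher in knockdown panicle, 1941 lower in WT anther than in WT panicle, and 3861 whose change differed between tissues.

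Among the scalings, equal totals moved the anther contrast most, to 5098 genes higher and 1296 lower, and the tissue contrast in WT to 2124 higher and 5999 lower. Of the 3164 lower genes in knockdown anther, 1868 were no longer called. Median centring and quantile normalization kept the sign of each split, at 37.4% and 44.5% of changed genes higher in anther. Over the 4 scalings the share of higher genes in anther therefore ran from 29.5% to 79.7%. In panicle equal totals gave 47.3% higher against 55.4% as deposited.

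Subtracting the anther share from WT panicle took 675 of the 1992 lower genes in knockdown panicle out of the calls, leaving 1317, and added 485 higher genes. Genes lower in both tissues fell from 1013 to 470, while genes higher in both went from 336 to 353. The subtraction can only raise the panicle changes, so the direction of each of these shifts was fixed in advance. The correlation of the changes between tissues fell to 0.17. The subtracted column enters both contrasts, so part of that drop can come from the shared WT anther values.

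A log2 threshold of 2 left 245 genes higher and 942 lower in knockdown anther, 778 higher and 691 lower in knockdown panicle, and 1477 higher and 1248 lower in WT anther against WT panicle.

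Among the single genes, 5 values changed sign, each for a change near 0: the second DCL1 row in panicle went to 0.0056 with median centring, 0.0129 with quantile normalization and 0.0708 with the share subtracted, CMT3 in panicle went to 0.001 with quantile normalization, and DCL3B in panicle went to -0.065 with equal totals. Another 7 values became weaker. Of these, 4 were panicle falls that went to 0 with the share subtracted, those of Os01g0159500, Os05g0543000, Os03g0650300 and, chosen after its values were seen, Os09g0388550,Os09g0392050. These genes are listed at 0 in knockdown panicle and the amount subtracted exceeds their WT panicle value (199 against 2.79 FPKM for Os03g0650300), so the 0 was fixed by the subtraction. The other 3 were the anther value of DCL1 under the 3 scalings. A further 3 became stronger: CMT3 (1.56) and RDR1 (1.09) in anther with a pseudocount of 0.1, both under 1 FPKM in each anther column, and Os05g0568300 in panicle (1.34) with the share subtracted. The remaining 120 kept their direction and side of the threshold. The causes of these changes were not tested. Depth is unknown, so how far counting error alone limits the weakly expressed genes cannot be said.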

Other observations

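In this part the test of gene length and the tests of neighbouring genes were set before their results were seen. The others were chosen afterwards.

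Of the 180 genes enriched in WT anther, 165 stood within a factor of 1.5 of the median of 7.33% of their WT anther level in WT panicle, and the set was chosen for being near 0 in knockdown panicle. The other genes ran from 0.0876% to 45.4%. Os03g0650300, the largest fall in anther at a pseudocount of 1, was at 0.103%. Os01g0837700, chosen after its values were seen, was at 45.4%. One share does not describe such genes. A hypothesis for the rest is that the WT panicle sample held one share of RNA like that of the WT anther sample, which the knockdown panicle sample lacked. Across these genes log2 FPKM in WT panicle followed WT anther with a slope of 0.90 and r = 0.85, against r = 0.72 with knockdown anther, a difference of 0.13, which is consistent with one share. When the share was estimated on 90 of the genes (7.15%), 44 of the 90 held-out genes, or 48.9%, were no longer lower after subtraction. That number is uninformative, since subtracting a median leaves about that many genes above 0. None of the scalings tried removed the pattern: the median log2 change of these genes in panicle was -5.05 under the scaling that brought it nearest to 0. A value of 0, as 75 of these genes have in knockdown panicle, stays 0 under any column factor. The test was thus partly fixed by the choice of the set. All 79 genes listed at 0 in knockdown panicle with at least 10 FPKM in each other column had their highest value in WT anther.

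Where such a share would come from stays open. Panicles before emergence contain anthers, so a later stage of the WT panicle, carry-over of anther RNA, and a knockdown effect on late anther transcripts could each contribute. The same genes were at 11.7% of WT in knockdown anther, which fits an effect of the knockdown and equally fits younger anthers in that sample. That level with the WT share of 7.33% would leave 0.859% of WT anther in knockdown panicle, while the median there was 0.00503%. For these genes the level was thus below that product. The definition of the set already limits the level to 1%, so this does not decide whether an effect of the size seen in anther falls short. WT panicle correlated more with knockdown anther than with WT anther, by 0.041 in r. WT panicle correlated most with knockdown panicle (r = 0.81), though only slightly more than with knockdown anther (r = 0.79). The anther columns correlated most with each other (r = 0.87). These values go against tissues exchanged in a single genotype, but an exchange in both genotypes would leave the same pattern. None of these values bears on exchanged genotypes within a tissue, and the NRPD1 genes that would check those labels are not analysed here. A reader of the panicle contrast would want the stage of each sample, because 33.9% of its lower genes left the calls when the share was subtracted. Subtraction can only remove lower calls, so that number gives the size of the dependence and is no evidence of a stage difference.

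More genes were lower than higher in knockdown anther in the deposited values. Locus span explains little of this, with Spearman's rho of 0.063 across genes. The share of changed genes that were higher was 37.4% with median centring and 44.5% with quantile normalization, so lower genes stayed in the majority under both. These scalings set the medians or distributions of the columns equal, so they do not test which direction is right. The share of higher genes reached 79.7% under equal totals, but that scaling adds 0.90 to every anther log2 change before the pseudocount. The turn was thus fixed by the totals and does not decide between explanations. Equal totals also moved the column medians apart, to 2.30 in WT anther and 2.96 in knockdown anther on the log2(FPKM + 1) scale, from 2.72 and 2.62 as deposited. These medians rest on another set of genes than the median gene given earlier (1.501 FPKM in WT anther and 1.53 in knockdown anther), where WT anther was slightly the lower.

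Gene names at 1 locus often fill a strong and a faint row: 13547 pairs had exactly 2 rows. Where the strong row had at least 50 FPKM, the faint row had a median of 2.33% of it in WT anther, 2.37% in knockdown anther, 2.45% in WT panicle and 2.33% in knockdown panicle. The faint row changed with the strong one between knockdown and WT, with r = 0.91 over 714 pairs in panicle and 0.94 over 735 pairs in anther. Its ratio was nearly unrelated to the level of the strong row (Spearman's rho from 0.006 to 0.096). This is consistent with faint rows that hold reads of the strong row's transcript assigned to the opposite strand by imperfect strand keeping in the libraries. Real antisense transcripts that rise and fall with the gene would look alike, and the table does not give the strand. A faint row called as a changed antisense gene would need that check.

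Neighbouring genes changed in the same direction more often than in shuffled gene orders. Over 17772 neighbouring pairs of genes at separate loci, 671 pairs changed together in anther (534 on average over 1000 shuffles within chromosomes, at most 621) and 622 in panicle (472 on average, at most 532). The ratio of observed to shuffled pairs was 1.26 in anther and 1.32 in panicle, so a chance order of genes does not account for the excess. The contrast of WT anther with WT panicle gave a ratio of 1.15 (1380 pairs against 1199 on average), and the smaller knockdown ratio was 1.09 times that. These ratios rest on unlike numbers of shuffled pairs, so their closeness does not show an equal excess. Since that contrast shares a column with each knockdown contrast, it does not decide whether the clustering belongs to the knockdown. Reads shared between tandem copies were not tested. Median changes by chromosome ran from -0.13 (chromosome 5) to -0.02 (chromosome 11) in anther and from -0.11 (chromosome 11) to -0.004 (chromosome 3) in panicle. The median over the 17943 genes compared in anther, -0.15, lies below that anther range. The chromosome medians therefore rest on another set of genes and cannot be set against it.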
